A study of Sus scrofa with 20 samples. Its data were reported in "Multi-Transcript Level Profiling Revealed Distinct mRNA, miRNA, and tRNA-Derived Fragment Bio-Signatures for Coping Behavior Linked Haplotypes in HPA Axis and Limbic System" (2021).

How the data were processed

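Total RNA from the amygdala of 20 German Landrace pigs was hybridised to Affymetrix porcine Snowball arrays, with 1 array per animal, and samples were grouped as LR or HR from their labels. The authors scanned the arrays with GCOS 1.1.1, as their processing notes state, and deposited log2 probe set values. Per the study's methods these were background corrected, quantile normalized and summarised by the robust multichip average. The deposited log2 table held 47845 probe sets with no missing value, of which 123 were array controls, including 69 antigenomic background probe sets, and 1858 were microRNA precursors. The study's detection filter was not applied in this table. In place of it, probe sets that were not controls and had a mean over all 20 arrays at or above the median of the table (5.18) were tested, which left 23860. No further normalization was applied. Array medians lay between 5.14 and 5.22, and arrays give no read depth, so their number limits the precision.

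Gene symbols came from the platform annotation, which can be old: 26426 probe sets had 1 symbol, 0 had several and 21419 had none. Where a gene had several probe sets, the one with the highest mean over all arrays stood for it, which gave 10293 tested genes. Of these, 99.9% were found in the RefSeq annotation of Sscrofa11.1, which was used only for the order of genes along chromosomes because the annotation of the array names no build.

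HR and LR were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 2-sided, no covariates), as HR minus LR over all 20 arrays, with Benjamini-Hochberg adjustment over the tested probe sets and a threshold of 0.05. Labels gave no batch, and replicate numbers were given in accession order, so no pairing applied. Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and fry beside it, and adjusted over 23 lists of cell types and functions. Sparse PLS discriminant analysis used mixOmics 6.26.0 with 2 components of 5 and 7 variables, 10 folds, 50 repeats, the centroids distance and the balanced error rate, with variables selected again in each training fold. Single values were compared by 2-sided permutation tests with 100000 resamples, and the share of low p in the SSC12 region by Fisher's exact test.

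Genes were named by a rule set before the data were examined, as were the gene lists, the tests and most of the other settings. The rule took the 10 genes with the smallest p higher in HR and the 10 higher in LR, every gene of the study's amygdala panel and its SSC12 candidates that the array names, up to 4 members with the smallest p in each other list, and the 5 region genes with the smallest p. Other settings were tried for the filter, the normalization, the variance model, array weights, covariates, probe sets per gene and the arrays left out. Covariates for the background mean and the first component, removal of the 4 arrays of lowest correlation, and classification without LR replicate 3 or on background residuals were added after the data were seen. The Y-linked covariate rested on EIF1AY and SRY and is not a measure of sex, since EIF1AY followed the first component at r = -0.961.

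The procedure was tested on simulated data made from the real residuals with shuffled columns and 50 changed probe sets of each size. Over 20 simulations of the HR and LR comparison across 23860 probe sets, limma called 11.6% of changes of 0.25, 71.6% of changes of 0.5, 98.3% of changes of 1 and 100% of changes of 2 on the log2 scale, with a median of 2 false calls and at most 17. All sizes were changed in the same simulation, which eases the adjustment. These shares therefore need not hold for a comparison with as few calls as the real one. Among 10293 genes, camera with the preset correlation gave 15.4% of unshifted lists an unadjusted p under 0.05, against 3.26% with an estimated correlation.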

Results

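Gene expression was measured in the amygdala, a forebrain region involved in fear and stress responses, of 20 adult German Landrace pigs. The labels place 10 animals in the low-reactive (LR) group and 10 in the high-reactive (HR) group of coping behavior, and each animal contributed 1 array. Coping style describes how an animal responds to external stressors, and the study scored it by brief restraint tests in early life. The animals also differed in their haplotype in a coping-associated region of chromosome 12 (SSC12). The table held 47845 probe sets on the log2 scale, from 0.49 to 14.3, and array medians lay between 5.14 and 5.22. Of these, 23860 probe sets with a mean at or above 5.18 were tested, and they named 10293 genes. The number of arrays limits the precision of each value, and all differences are given as HR minus LR.

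The first question was whether coping group or another feature separated the arrays. The first principal component held 49.1% of the variance of the tested probe sets, and the second held 7.55%. Its scores averaged 14.5 ± 17.98 (SD, n = 10) in HR and -14.5 ± 34.7 (SD, n = 10) in LR, with p = 0.0135 in a 2-sided permutation test and an adjusted p of 0.0404 over 3 components. LR replicate 3 had a score of -102 and a median correlation of 0.876 with the other arrays. Leaving that array out of the permutation test, but not out of the fit of the components, gave p = 0.0252, which was not adjusted over components. The antigenomic background probe sets are array controls for background signal. Their mean was taken from the deposited values, after background correction and normalization, so it does not measure raw background directly. This mean followed the first component with Pearson's r = 0.894 (permutation p = 1e-05, the smallest possible) and Spearman's rho = 0.786 (permutation p = 0.00011). The adjusted p of the Pearson value over 5 such relations was 5e-05, and r was 0.761 without LR replicate 3 and HR replicate 4, the arrays farthest from the median background. Within the groups r was 0.893 in LR and 0.884 in HR, while rho was 0.382 in LR with permutation p = 0.281. Mean background was 4.21 ± 0.13 (SD, n = 10) in HR and 4.08 ± 0.15 (SD, n = 10) in LR, with permutation p = 0.0453, and p = 0.0904 without LR replicate 3. Animal numbers in the labels also differed, as 9 of the 10 HR animals carried a number above that of every LR animal.

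**Figure D1:**
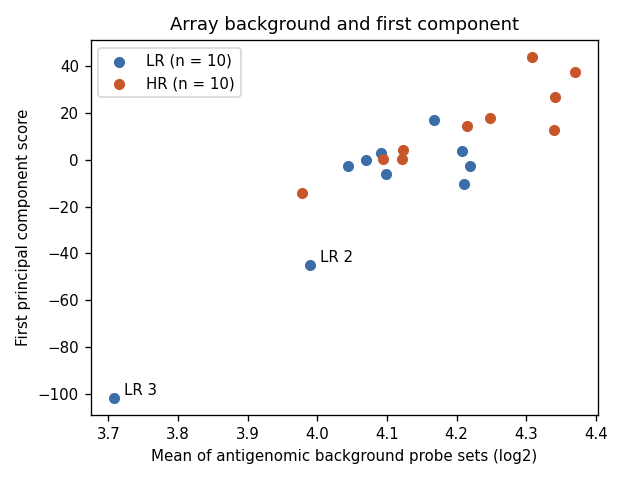
Mean log2 signal of the antigenomic background probe sets of each array (horizontal axis) against its first principal component score (vertical axis), with 1 point per array for 10 LR and 10 HR animals. LR replicate 3 lies lowest on both axes, at 3.71 and -102.

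Comparing HR with LR pigs gene by gene, AGXT2 was lower and TCN2 was higher in HR. AGXT2, a mitochondrial aminotransferase, averaged 4.83 ± 0.76 (SD, n = 10) in HR and 6.53 ± 0.45 (SD, n = 10) in LR. This difference of -1.70 ± 0.25 (SE) had a limma adjusted p of 0.0172, and HR replicates 2 and 5, at 3.86 and 3.94, lay below the background means of their arrays. All 10 HR animals lay below the LR median, and the groups overlapped because the highest HR value, 6.28, exceeded the lowest LR value, 5.81. TCN2, the carrier that delivers vitamin B12 to cells, averaged 7.46 ± 0.15 (SD, n = 10) in HR and 6.97 ± 0.17 (SD, n = 10) in LR on 1 probe set. The difference was 0.49 ± 0.08 (SE), or 1.40-fold, with a limma adjusted p of 0.0250 and 10 HR animals above the LR median. A second, brighter TCN2 probe set gave 0.52 ± 0.09 (SE) and did not pass at an adjusted p of 0.0822. AGXT2 was represented by 1 probe set. No other probe set passed an adjusted p of 0.05, and both genes also passed without LR replicate 3. AGXT2 did not pass in 4 of the 20 fits that left out 1 array (LR replicates 1 and 4, HR replicates 7 and 9), with adjusted p up to 0.0563, and TCN2 did not pass in 11 of them, with adjusted p up to 0.0800. Over these 20 fits the difference stayed between -1.864 and -1.595 for AGXT2 and between 0.47 and 0.53 for TCN2.

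**Figure D2:**
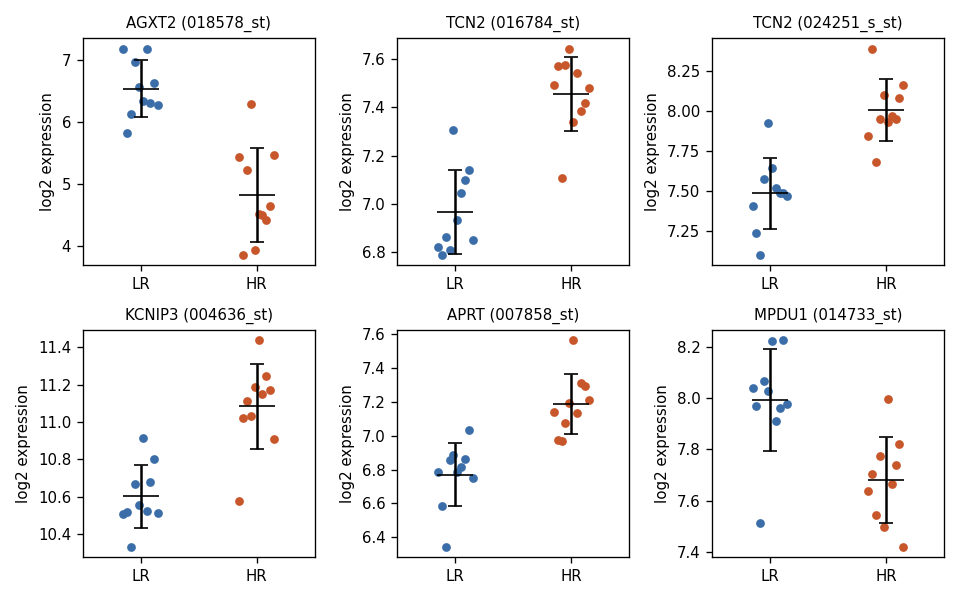
Log2 expression (vertical axes) of AGXT2, both TCN2 probe sets, KCNIP3, APRT and MPDU1 in 10 LR and 10 HR animals, with points for animals and bars for mean ± SD. For AGXT2, the HR mean of 4.83 lies below the LR mean of 6.53.

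Among the other genes with the smallest p higher in HR were KCNIP3, a calcium-binding protein that modulates potassium channels, with a difference of 0.48 ± 0.09 (SE), and APRT, an adenine salvage enzyme, with 0.42 ± 0.08 (SE). PLAC9 differed by 0.46, XYLB by 0.40, MFNG by 0.37, ENTPD6 by 0.33, SERAC1 by 0.51 and TPPP3 by 0.42. UCP2, a mitochondrial carrier, differed by 0.54. Higher in LR after AGXT2 were the lysosomal membrane protein gene LAMP2 with -0.56 ± 0.13 (SE), FMO5 with -0.52, FBXO4 with -0.48 and KLHL7 with -0.43. SNRNP48 gave -0.40, ARMC2 -0.36, FAM107B -0.35, and PDCD5 and OXSM both gave -0.34. None of these 18 genes passed, and their adjusted p values lay between 0.121 and 0.157. All 6 other tested LAMP2 probe sets were also below 0, whereas a second SERAC1 probe set gave -0.24.

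Many more probe sets differed before adjustment. At an unadjusted p under 0.05 there were 6283 probe sets, 2939 higher in HR and 3344 higher in LR, against 1193 expected by chance. Without LR replicate 3 the number was 4407, and without the 4 arrays of lowest correlation with the rest it was 1378. With the background mean as a covariate it was 1018, and with the animal number as a covariate it was 932. AGXT2 had an adjusted p of 0.00698 with the background covariate. TCN2 had 0.0953, and its difference was 0.49 ± 0.08 (SE) both with and without the covariate. With the animal number as a covariate no probe set passed, and AGXT2 had a difference of -1.46 at an adjusted p of 0.820.

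**Figure D3:**
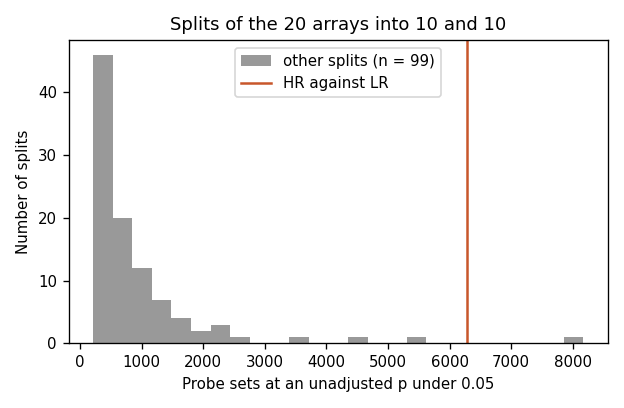
Number of probe sets at an unadjusted p under 0.05 (horizontal axis) for 99 other splits of the arrays into 10 and 10 (bars, number of splits on the vertical axis), with the HR and LR split as a line at 6283. The highest other split gave 8170.

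Sparse PLS discriminant analysis asked whether a few mRNAs separate HR from LR in animals that were not used for the fit. On component 1 it selected both TCN2 probe sets, AGXT2, KCNIP3 and 1 unnamed probe set. The TCN2 probe set that passed limma and AGXT2 were chosen in 96.2% and 91.2% of the cross-validation fits, the brighter TCN2 probe set in 51.4% and KCNIP3 in 26.4%. Component 2 included APOD, PHF21A and SIRPB2 beside unnamed probe sets, and PHF21A and SIRPB2 were named only after their values were seen. These were chosen in 20.4%, 11.6% and 29.6% of the fits. The APOD probe set selected was lower in HR, at -0.17, whereas the study linked APOD to HR. The balanced error rate was 13.3 ± 4.8% (SD over 50 repeats of 10-fold cross-validation), while 59 permuted labelings, with 1 repeat each, gave 15% to 75% with a median of 45%. The error was 34.4% without LR replicate 3, and 55.5% on values left after regression on the background mean. That regression had no term for group, and background differed between the groups. It can therefore also remove group differences, so the 55.5% does not show that the classification rested on background.

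The study's amygdala panel was chosen on these samples, so its directions here are not independent evidence. Of its genes, 11 were tested. APRT, EXOSC5, SMYD5 and SNX17 were higher in HR, with 4 genes passing when adjusted over the list alone and 0 when adjusted over all probe sets. All 4 also passed over the list without LR replicate 3, but only APRT, at 0.32, did with the background covariate. EXOSC5 then gave 0.28, SMYD5 0.23 and SNX17 0.13. EXOSC5, a subunit of the RNA exosome, differed by 0.39 ± 0.11 (SE), SMYD5 by 0.38 ± 0.11 (SE) and the sorting nexin gene SNX17 by 0.29 ± 0.10 (SE). A second SMYD5 probe set gave -0.12. IGF1, an insulin-like growth factor, averaged 6.45 ± 0.24 (SD, n = 10) in HR and 6.12 ± 0.52 (SD, n = 10) in LR, with an unadjusted limma p of 0.0590, and passed over the list at a difference of 0.44 without LR replicate 3. Its difference was 0.33 with all arrays and 0.41 with the background covariate. ARMC1 gave -0.32, PCGF5 -0.16, CCAR1 -0.14 and NMD3 -0.12, and none of these passed. Without LR replicate 3 they gave -0.19, 0.01, -0.08 and 0.05, so the directions of PCGF5 and NMD3 turned. LRP1B gave -0.02 on a probe set averaging 13.9 in both groups, near the top of the scale, while 2 of its other probe sets gave 0.16 and -0.31 at an unadjusted p under 0.05. The brightest probe set of APOD, an apolipoprotein made by glia, gave 0.03, while all 5 other APOD probe sets were below 0, with 3 of them at an unadjusted p under 0.05. The panel's median difference was 0.03, and camera gave p = 0.160 for a shift toward HR against other genes. Without LR replicate 3 camera gave p = 0.0130, and with the background covariate p = 0.000102. These camera values used the preset correlation, which in the simulations gave 15.4% of unshifted lists an unadjusted p under 0.05. Across the arrays, correlations of the members with the first component ranged from -0.939 for ARMC1 to 0.920 for SNX17, with IGF1 at -0.143 and APOD at 0.292.

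The pigs were selected partly by haplotype on SSC12, so genes lying between METTL16 and ATP1B2 in the order of the Sscrofa11.1 annotation were compared with all others. These bounds are markers that the study picked in the same pigs, not stated limits of the haplotype. METTL16 and MPDU1, picked in that way, are counted among the 34 low p given below for the region. Of the named candidate genes there, MPDU1, which is needed for protein glycosylation, averaged 7.68 ± 0.17 (SD, n = 10) in HR and 7.99 ± 0.20 (SD, n = 10) in LR. Its difference of -0.31 ± 0.08 (SE) had a limma adjusted p of 0.157, with all 10 HR animals below the LR median. In other settings MPDU1 passed over all probe sets with array weights and with the first component as a covariate. METTL16, an RNA methyltransferase, gave -0.35 ± 0.15 (SE), and the sodium pump subunit gene ATP1B2 gave 0.01 ± 0.07 (SE). FGF11 gave 0.34, RPAIN 0.49, POLR2A 0.33 and FBXO39 0.32, each with an adjusted p of 0.157. Adjusted over the list alone, 10 region genes were higher and 1 was lower in HR. Of these 11, 7 also passed without LR replicate 3 and only MPDU1 with the background covariate. In total 34 of 82 region genes, or 41.5%, had an unadjusted p under 0.05, against 29.4% of 10202 genes elsewhere (Fisher's exact test, 2-sided, p = 0.0207). Without LR replicate 3 the shares were 32.9% and 20.3% (Fisher's exact p = 0.00834), and with the background covariate they were 15.9% and 3.90% (Fisher's exact p = 1.99e-05). With that covariate MPDU1 gave -0.41 ± 0.08 (SE), METTL16 -0.07 ± 0.10 (SE) and ATP1B2 -0.02 ± 0.07 (SE). FGF11 then gave 0.27, RPAIN 0.49, POLR2A 0.21 and FBXO39 0.29, against 0.34, 0.49, 0.33 and 0.32 without the covariate. The share did not pass in 4 of the 20 fits that left out 1 array, those without LR replicates 5 and 9 and HR replicates 1 and 2. The median difference in the region was 0.13 with a camera p of 0.000134, and p = 0.233 with an estimated correlation. Fry gave p = 0.0198 for a common direction and p = 0.00277 for changes in either direction. Region genes had a median correlation of 0.562 with the first component, which array background followed.

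**Figure D4:**
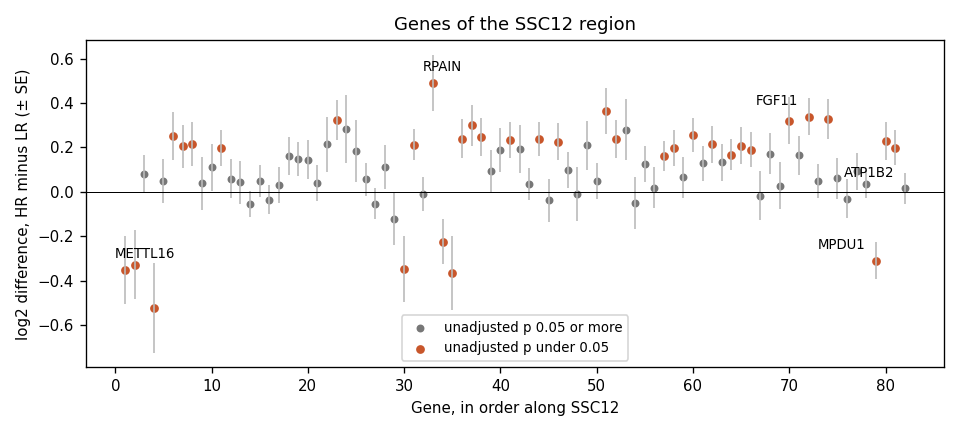
Log2 difference between HR and LR (vertical axis, ± SE) of 82 genes in their order along SSC12 (horizontal axis), from METTL16 to ATP1B2. Filled orange points mark the 34 genes at an unadjusted p under 0.05, of which 27 lie above 0 and 7 below.

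Markers that the study named for adrenal gland, hippocampus and hypothalamus of the same pigs were also read in the amygdala. No marker passed on the probe set used for its gene, by limma over all probe sets, and 8 had an unadjusted p under 0.05. TCN2, an adrenal marker, passed on the probe set described above. Adjusted over each list alone, TCN2 was higher and MPDU1 lower in HR among 5 adrenal markers, also without LR replicate 3 and with the background covariate. In the hippocampus list of 7 genes, ZNF516 (0.24) was higher and the kinase gene HIPK2 (-0.25) was lower, adjusted over the list alone, and with the background covariate they gave 0.23 and -0.26, at a list-adjusted p of 0.0591 each. In the hypothalamus list of 6 genes, the tubulin acetyltransferase gene ATAT1 (0.21) and the adhesion gene PVRL1 (0.25) were higher and TTC39B (-0.51) was lower, adjusted over the list alone. None of these 3 passed over the list without LR replicate 3, at 0.15, 0.20 and -0.35, or with the background covariate, at 0.07, 0.12 and -0.16. The study linked PVRL1 to LR in the hypothalamus, opposite to its direction here. It linked MPDU1 to LR in the adrenal gland, the same direction as here. Camera gave p = 0.236 for the adrenal, 0.277 for the hippocampus and 0.627 for the hypothalamus list.

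Markers of amygdala cell types were compared with all other genes, and no list passed. Camera called 0 of 23 lists of cell types and functions at an adjusted p of 0.05, with 2 at an unadjusted p under 0.05, and 0 with an estimated correlation. General neuron markers had a median difference of -0.17 (camera p = 0.182), and 6 of 11 were lower in mean in HR, among them the neurofilament gene NEFM with -0.36 and VSNL1 with -0.27. Excitatory markers had a median of 0.08 (camera p = 0.297), with NEUROD2 at 0.27, NRGN at 0.20 and the glutamate transporter gene SLC17A7 at 0.21. Inhibitory markers had a median of 0.12 (camera p = 0.267), with the GABA-synthesizing enzyme GAD2 at -0.36. Astrocyte transporters SLC1A3 (-0.31) and SLC1A2 (-0.56) and the gap junction gene GJA1 (-0.41) were lower in mean in HR, and SLC1A3 passed when adjusted over the list alone, but not without LR replicate 3 (-0.27) or with the background covariate (-0.17). The astrocyte median of 0.03 differed in sign from the camera direction (p = 0.397). The microglial receptor gene TREM2, at 0.31, passed when adjusted over the list alone among 10 microglial markers, as it did at 0.24 without LR replicate 3 but not at 0.15 with the background covariate. Oligodendrocyte genes UGT8 (-0.59) and ASPA (-0.52) did not pass, and their list had a camera p of 0.188. Within each list members went both ways along the first component, with correlations from -0.941 to 0.864 for general neuron markers (median -0.823), -0.871 to 0.826 for excitatory markers (median 0.381) and -0.628 to 0.910 for microglia (median 0.541).

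Stress and activity genes were compared as lists in the same way. Immediate early genes, which neurons switch on with activity, had 16 of 17 members higher in mean in HR, a median of 0.12 and a camera p of 0.0182, which became 0.257 after adjustment and was p = 0.325 with an estimated correlation. KLF4 gave 0.25, NR4A1 0.26 and BTG2 0.22. Heat shock proteins had 10 of 13 members lower in mean in HR, a median of -0.32 and a camera p of 0.0224, adjusted to 0.257, with p = 0.161 with an estimated correlation. HSP90AA1 gave -0.40 and HSPA8 -0.32, whereas the small heat shock proteins HSPB8 and HSPB1 gave 0.27 and 0.24. The heat shock list had a median correlation of -0.860 with the first component and the immediate early list 0.586. Among 24 stress neuropeptide and receptor genes, the receptor genes CRHR2 (0.40) and CCKBR (0.27) were higher and NPY1R (-0.45) was lower in HR, adjusted over the list alone, and none passed over all probe sets. None of the 3 passed over the list without LR replicate 3, at 0.35, 0.21 and -0.39, or with the background covariate, at 0.28, 0.14 and -0.21. CRHR1, a receptor for corticotropin-releasing hormone, gave 0.22. The glucocorticoid-induced genes FKBP5 (-0.59) and KLF9 (-0.22) did not pass, and their list had a camera p of 0.684. Among oxidative phosphorylation genes UQCRB gave -0.27 and ATP5G1 0.28 (list camera p = 0.353). Ribosomal protein genes RPL5 and RPL35 gave -0.27 and 0.26 (list camera p = 0.365). In the list of tRNA cleavage and small RNA processing, TNRC6B gave -0.53 (list camera p = 0.114).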

Values the study reported

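The study selected 10 HR and 10 LR pigs. After filtering, it kept 9,312 mRNAs for the amygdala. Its correlations between pairs of RNA types in the amygdala lay between 0.54 and 0.74.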

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

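The tests of array background, cell mix, neighbouring genes and AGXT2, those of the classification error, and the direction of further probe sets within region genes were chosen after the results were seen. The splits of the arrays, the animal number and the p of probe sets within region genes were tested as set out before. Where these used the background covariate, that covariate was itself added after the data were seen. In a group of 10 animals, an array was singled out when it stood apart from the nearest other by more than a set share of the group's range. Of 150 groups of values tested, 24 met this, where chance gives about 8, and 19 of the 24 concerned LR replicate 3. Its first component score was -102 (share of the range 0.477) and its background mean 3.71 (0.551). It was low for ENTPD6 (0.604), SNX17 (0.553), MPDU1 (0.56), CRHR1 (0.49), ATAT1 (0.51), TREM2 (0.512), ATP5G1 (0.542) and RPL35 (0.592). It was high for FBXO4 (0.508), LAMP2 (0.51), CCAR1 (0.51), NMD3 (0.806), PCGF5 (0.631), TTC39B (0.494), SLC1A2 (0.512), UQCRB (0.512) and TNRC6B (0.56). HR replicate 6 was high for PLAC9 (0.543), NR4A1 (0.65), NEUROD2 (0.554), ATP5G1 (0.528) and RPL35 (0.489).

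The 6283 probe sets at an unadjusted p under 0.05 were matched by 2 of 100 splits of the arrays, the real one included, and the highest other split gave 8170, which points to a structure shared by arrays rather than by groups alone. With the background mean as a covariate the number was 1018. Of 100 random covariates equally related to group, 0 brought it as low (range 1025 to 9624). Those covariates were not matched to the first component, and the number was 1107 with that component and 932 with the animal number as a covariate. Differing array background is thus a candidate explanation for most of this count, but cannot be told apart from anything else that follows the component. A change in the share of neurons as the whole cause is argued against, because 4 of 11 general neuron markers rose (r 0.765 to 0.864) and 6 fell (r -0.941 to -0.823) with the first component at an adjusted permutation p under 0.05. The counts were also 4 and 6 without LR replicates 3 and 2, the arrays farthest on the component, and within LR, but 1 and 6 within HR. Something that follows the animal number stays open, since the numbers nearly separate the groups and Spearman's rho with the first component was 0.818 in LR (permutation p = 0.00591, adjusted over 8 relations 0.0158; Pearson's r = 0.191, permutation p = 0.472) and 0.394 in HR (permutation p = 0.263; r = 0.562, permutation p = 0.0887). Without the 2 animals of most extreme number rho was 0.738 in LR and -0.119 in HR, and coping group itself stays open as untested.

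The excess of low p in the SSC12 region, 12.04 percentage points over other genes, was reached by 1 of 100 splits, the real one, and the highest other gave 8.26. This excess is a difference of shares, so splits with few low p among all genes have less room to reach it. The real split had more low p than most others, and the odds ratio of the region was 1.70. With the background covariate the excess was 11.9 points, again reached by 1 of 100 splits, with 10.1 as the highest other. Array background as the whole cause is argued against by this excess with the covariate, which no other split reached, though the highest came near it. The Fisher p of 1.99e-05 with that covariate counts neighbouring genes as independent, so it does not measure the spread between animals. For a common direction of the region genes, camera with that covariate and an estimated correlation gave p = 0.244. Genes varying with their neighbours are argued against by 0.640% of windows of 82 neighbouring genes holding as many low p. These windows overlapped and included the region, so the share is only approximate, and the highest held 18 low p against 13 in the region. Sequence variants under single probe sets cannot be told apart from changes in expression. With the covariate 0 of 6 region genes with several probe sets had another at an unadjusted p under 0.05 in the same direction, but 9 of the 10 other probe sets went in that direction, and without the covariate 4 of the 6 genes had another at p under 0.05. The haplotype difference by which the pigs were chosen stays open too.

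AGXT2 gave -1.92 ± 0.27 (SE) with the background covariate against -1.70 ± 0.25 (SE) without it, which argues against array background. A p as small as that of AGXT2 came up in 2 of 100 splits, the real one included, and the smallest of the others was 5.39e-08. A sequence variant under the probe set cannot be told apart from a change in expression, because 0 other probe sets were named for the gene.

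As many as 2 probe sets at an adjusted p under 0.05 came up in 1 of 100 splits, the real one, and the highest other gave 1. That is fewer splits than the limit set beforehand for chance. A count of 2 against 1 is a small margin, however, and the count ran from 0 to 7 with 1 array left out. Chance is therefore not excluded by it. The classification error of 13.3 ± 4.8% (SD over 50 repeats) was reached by 1 of 60 labelings, the real one, with 15% as the lowest other from 1 repeat each. Without LR replicate 3 the error of 34.4% was reached by 13 of 41 labelings, with 10.6% as the lowest other, so chance could not be excluded without that array. As many as 4 panel genes at an unadjusted p under 0.05 came up in 1 of 100 splits, with 3 as the highest other, which says nothing about chance because the panel was chosen on these groups. The counts of 0 other-tissue markers and 0 gene lists cannot be tested this way, since any split reaches 0 (100 of 100 did, with 0 and 10 as the highest others).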

How the results depend on the processing

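Surrogate variables were planned and not run. Array background and its alternatives were chosen after the data were seen, and the cause of each change below was not tested unless stated. The count of 2 probe sets at an adjusted p under 0.05 became 1 without a filter, among the brightest probe sets, with the Y-linked or the background mean as a covariate and without the 4 arrays of lowest correlation, 5 with array weights and 0 with the animal number. With array weights the genes called were AGXT2, TCN2, KCNIP3 and MPDU1. The count stayed at 2 with the first component as a covariate, but the genes were then AGXT2 and MPDU1, without TCN2. Leaving out 1 array gave 0 to 7. It was 0 without LR replicates 1 and 4 and HR replicates 7 and 9, 1 without LR replicates 2, 6 and 10 and HR replicates 2, 4, 5 and 10, and 7 without HR replicate 1. The count of 6283 at an unadjusted p under 0.05 became 3940 among the brightest and 3089 with 1 probe set per symbol, both because fewer were tested. It became 3757 with array weights, 932 with the animal number, 2695 with the Y-linked mean, 1018 with the background mean, 1107 with the first component and 1378 without the 4 arrays. Leaving out 1 array gave 4320 to 7812. The panel passed at medians of 0.0240 with array weights, 0.0624 with the Y-linked mean, 0.13 with the background mean, 0.16 with the first component and 0.0910 without the 4 arrays, and ranged from -0.0238 to 0.0894 with 1 array left out. The SSC12 share of 41.5% ranged from 31.7% to 45.1% with 1 array left out, with a Fisher p up to 0.136 without LR replicate 9. It passed at 28.05% with array weights, 21.95% with the Y-linked mean, 8.54% with the animal number, 15.9% with the background mean, 12.2% with the first component and 17.1% without the 4 arrays, and all of SSC12 gave 31.1% (p = 0.363), or 5.69% against 3.88% elsewhere with the background mean (p = 0.0258). Its median of 0.13 lost its call at 0.02 with the first component and at 0.13 with an estimated correlation, and passed at 0.0832 without LR replicate 3, 0.0622 with array weights, 0.0553 with the Y-linked mean, 0.0453 with the background mean and 0.0304 without the 4 arrays. Markers of other tissues went from 0 to 1 with array weights and the first component, and between 0 and 1 with 1 array left out (1 without LR replicate 5 and HR replicates 1 and 3). Gene lists went from 0 to 4 with the background mean (0 with an estimated correlation), 3 with the first component, 2 without the 4 arrays and 1 with all probe sets per gene. Classification error became 20% with 1 component, 55.5% on background residuals and 34.4% without LR replicate 3.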

Other observations

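With the background mean as a covariate, chosen after the data were seen, camera called 4 lists at the preset correlation and 0 with an estimated correlation. Excitatory neuron markers had a median of 0.14 (adjusted p = 0.0175). Oligodendrocyte markers had a median of -0.16 (adjusted p = 0.00588), striatal neuron markers -0.12 (adjusted p = 0.0482) and ribosomal protein genes -0.02 (adjusted p = 0.0175). With an estimated correlation these had p = 0.0456, 0.129, 0.183 and 0.356 before adjustment.

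Among lists not described above, camera without covariates gave p = 0.394 for striatal neurons, 0.670 for oligodendrocyte precursors, 0.972 for endothelial cells and 0.482 for mural and meningeal cells. It gave p = 0.559 for choroid plexus and ependyma, 0.588 for blood cells, 0.933 for monoamine signalling and 0.637 for GABA and glutamate receptors. Insulin-like growth factor signalling had p = 0.971 and interferon and antigen presentation p = 0.891. Another TCN2 probe set, below the filter and therefore not tested by limma, averaged 5.34 ± 0.44 (SD, n = 10) in HR and 4.35 ± 0.89 (SD, n = 10) in LR, with permutation p = 0.00606. Such a probe set of MPDU1 gave 0.03 (permutation p = 0.673), without the lower HR level of the tested one. That of METTL16 lay below the mean background of both groups, so it cannot show a difference.

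All 5 tested WSCD1 probe sets, in the SSC12 region and named after their values were seen, lay below 0 with the background covariate, from -0.16 to -0.54, and none passed the limma adjustment. The brightest of them, which stood for the gene, gave -0.22 ± 0.12 (SE) with an unadjusted limma p of 0.0848. Without the covariate it gave -0.12 ± 0.12 (SE) with an unadjusted limma p of 0.305.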
